A study of Mus musculus with 3 samples. Its data were reported in "Cellular reprogramming in vivo initiated by SOX4 pioneer factor activity" (2024).

How the data were processed

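Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open chromatin and inserts sequencing adapters, in 3 libraries of mouse hepatocytes. The animals had received an adeno-associated virus that expresses HA-tagged Sox4 and Cre from a hepatocyte promoter. The titles and the treatment label of all 3 samples give harvest at 18 h after injection, and the general protocol text gives 4 days; the sample-specific labels were followed. The 3 libraries form 1 group, and libraries of control virus were not analysed here, so no effect of Sox4 was estimated.

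According to the paper's methods, the authors aligned paired reads to mm10 with Bowtie2 and removed duplicates with Picard. Per the file headers, peaks were called separately in each library with MACS 2.2.7.1, without a control file, at a q cutoff of 0.05, with each tag extended to 200 bp centred on the read's 5′ end and a local background of 10000 bp. The methods name a stricter cutoff; the lowest deposited −log10 q was 1.30 in each library, which is the value of the header's cutoff. The deposited pileup is a signal, the unscaled number of extended tags that cover a summit, and it grows with library depth. The deposited fold enrichment is the ratio of that pileup to the background of the same library, as the authors' caller gave it. The deposited −log10 p and −log10 q values come from the caller's test at the summit. These values are the authors'. They were used to describe, rank or filter peaks within a library and to correlate ranks of pileup and of fold enrichment between libraries. Means over the 3 libraries of fold enrichment and of pileup per 1000000 tags were given at named genes and regions. Median fold enrichment was also given for groups of peaks or regions. Unscaled pileups of the mitochondrial genome and of shared nuclear regions were compared between libraries, as was the highest −log10 q of peaks called in a single library. Scaling by tags is the only adjustment made between libraries.

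The caller writes 1 line per summit. A peak here is a distinct interval on chromosomes 1 to 19, X and Y, represented by its highest summit. Depth was taken from the tag totals in the headers, 89733408, 120786962 and 112909984 for replicates 1, 2 and 3. Intervals around shares are 95% Wilson intervals, which cover counting error only. The 22 assembled sequences matched those of GRCm38, the build equivalent to mm10, by name, and no deposited interval on them ran past the reference end; unplaced sequences were not compared. At most 0.317% of intervals had identical bounds in a pair of libraries, so no library was treated as a copy of another.

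Peaks of the 3 libraries were merged where they overlapped by at least 1 bp. Chance overlap was estimated from 100 circular shifts of each library's peaks along their chromosomes, with a fixed seed; assembly gaps were not masked. Heights were compared by Spearman's rho across shared regions, without a p-value, since regions are not independent replicates. Promoters were 1 kb to either side of 41438 transcription start sites (TSSs) of 21851 protein-coding genes in GENCODE M21, and a peak was assigned by its highest summit. A marker gene had a promoter peak when any summit lay within 1 kb of one of its TSSs in all 3 libraries. Gene lists were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 4 tests. The hepatocyte and biliary lists are the study's qRT-PCR panel, and the non-liver and non-parenchymal lists were written by hand. For 9 consensus motifs, the share of windows of 100 bp to either side of summits that held the motif on either strand was divided by the share in windows centred 1 kb away. Each motif written backwards, without complementing, served as a control of the same base composition. Reversal can change how often C is followed by G, so the control is not matched for that pair.

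Genes and regions were named by a rule set before the data were examined: Sox4, Cyp2e1, the hepatocyte and biliary lists, and the 5 regions called in all libraries with the highest mean pileup per 1000000 tags. Not every gene covered by the rule is reported here by name. Ins2, Lrat, Fam221b and Gm12481 fall outside the rule and were named after their values were seen, and the list genes whose heights are printed were also picked then. The marker-list tests, the lists, the motifs and most alternatives were, like the rule, set before the data were examined. For tests of candidate explanations, the time of choice is given where they are reported. The alternatives were a −log10 q of at least 5, every summit line, all sequences, reciprocal overlap of at least 50%, equal numbers of peaks, fold enrichment in place of pileup, a 3 kb promoter window, all annotated genes, any overlap with a promoter, a 50 bp motif window, GC-matched flanks, peaks away from promoters, and leaving out each replicate. Joining intervals across gaps up to the largest tag size, merging touching intervals, any overlap for marker genes and flanks outside every peak were added after seeing the data.

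Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The functions were tested on simulated data. Of 3000 shared regions planted among 10500 simulated peaks, 3000 were recovered, and a motif planted in 30% of 2000 windows was found in 30.1% of them.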

Results

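To describe open chromatin in hepatocytes shortly after delivery of Sox4, peak calls from 3 ATAC-seq libraries harvested 18 h after injection of the Sox4 virus were compared with each other and with the genome annotation. Replicates 1, 2 and 3 held 89733408, 120786962 and 112909984 tags. Replicate 1 had 103316 peaks, replicate 2 had 109206 and replicate 3 had 111687, with a mean of 108070 ± 4299.6 (SD, n = 3). The order by peaks differed from the order by tags, because replicate 3 had the most peaks and replicate 2 the most tags. Counting every summit line moved the mean most, to 156340. The peaks covered 65.7 ± 3.39 Mb of the genome (SD, n = 3), and their median length was 489, 508 and 470 bp in replicates 1, 2 and 3.

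Replicate agreement was examined first. Merging the 3 lists gave 119141 regions, of which 92894 (78.0%) were called in all 3 libraries, 11099 (9.32%) in a pair of libraries and 15148 (12.7%) in a single library. Randomly shifted peaks gave 474 ± 33.2 regions called in all 3 libraries (SD over 100 shifts), with a maximum of 566. The observed count was 196 times the shifted mean. Requiring reciprocal overlap of at least 50% moved the count most among alternatives that used all 3 libraries, to 87474. Regions called in all 3 libraries had a median fold enrichment of 7.76, against 2.63 for regions called in 1 library.

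Of the peaks in replicate 1, 92.0% (95% Wilson interval 91.9 to 92.2%) were found in both other libraries. The share was 85.7% (85.5 to 85.9%) in replicate 2 and 86.7% (86.5 to 86.9%) in replicate 3. The mean was 88.1 ± 3.42% (SD, n = 3). Recurrence rose with peak strength: with peaks ranked by −log10 q into 10 bins of equal size, 40.6 ± 12.3% of the weakest bin and 99.4 ± 0.386% of bin 5 were found in both other libraries (SD, n = 3).

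**Figure D1:**
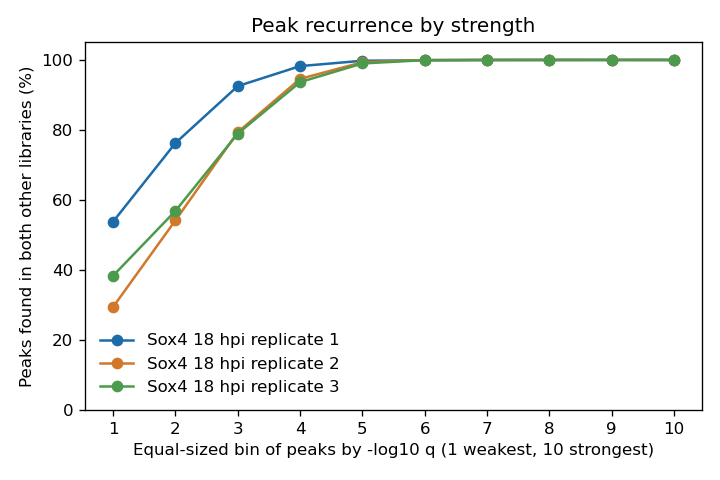
The percentage of peaks found in both other libraries (y axis) is plotted against the bin of peaks by −log10 q (x axis, 10 bins of equal size), with 1 line per library. The weakest bin lies between 29.5% and 53.8%, and the libraries converge near 100% in the stronger bins.

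Peak heights ranked similarly in the 3 libraries. Across the 92894 shared regions, Spearman's rho of pileup was 0.982 between replicates 1 and 2, 0.977 between replicates 1 and 3, and 0.984 between replicates 2 and 3. The regions are not independent replicates, and no p-value was computed.

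Promoters, defined as 1 kb to either side of a protein-coding TSS, held the highest summit of 14.0 ± 0.446% of peaks (SD, n = 3). Shifted peaks gave 2.11% in each library, and the observed share was 6.65 ± 0.213 times the shifted mean. A 3 kb window moved the share most, to 19.7%. A further 5.59 ± 0.0258% of summits lay in exons, 49.2 ± 0.410% in introns and 31.2 ± 0.0655% between genes. Median fold enrichment was 10.9 ± 0.326 at promoters and 6.03 ± 0.143 elsewhere (SD, n = 3).

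To ask which cell identities the accessible promoters reflected, genes of 4 marker lists were compared. All 8 hepatocyte genes (Asgr1, Tdo2, Ttr, Fah, Cebpa, Hnf4a, Alb and G6pc) had a promoter peak in all 3 libraries. Of 16 biliary genes, 11 did, and of 16 non-liver genes, 1 did, which was Ins2. The hepatocyte list exceeded the non-liver list (Fisher's exact test, two-sided, p = 1.22e-05, adjusted p = 4.89e-05), as did the biliary list (Fisher's exact test, p = 0.000635, adjusted p = 0.00127). The difference between 8 of 8 hepatocyte genes and 11 of 16 biliary genes did not pass the threshold (Fisher's exact test, p = 0.130, adjusted p = 0.174). Of 12 non-parenchymal genes, 1 had a promoter peak, which was Lrat, and the list did not differ from the non-liver list (Fisher's exact test, p = 1, adjusted p = 1). Without a control library, these counts do not show whether Sox4 changed any of these promoters.

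Biliary genes with promoter peaks in all 3 libraries included Ctgf (Ccn2 in the annotation), Vim, Spp1, Epcam, Prom1, Cd24a, Itga6, Cav1, Itga3 and Sox9, and Cd44, Cftr, Krt7 and Krt19 had none in any library. Sox4 had a summit within 1 kb of its TSS in replicate 3 alone, at 28952856, a secondary summit inside the coding sequence, and the peak over the coding sequence overlapped the promoter window in all 3 libraries. The fold enrichment of the highest promoter summit was 17.6 ± 0.750 at Cav1, 14.4 ± 1.66 at Epcam, 8.13 ± 0.233 at Sox9 and 3.80 ± 0.389 at Cd24a (SD, n = 3). In the hepatocyte list it was 10.8 ± 1.12 at Tdo2, 9.27 ± 0.407 at Hnf4a, 6.31 ± 0.448 at Alb and 3.99 ± 0.387 at G6pc (SD, n = 3). Of genes outside the naming rule, chosen after their values were seen, the non-liver gene Ins2 had 22.0 ± 0.353, above every gene of the hepatocyte and biliary lists, and the non-parenchymal gene Lrat 10.5 ± 0.983 (SD, n = 3). The Ins2 summits lay at 142678839, 142678839 and 142678831 in replicates 1, 2 and 3. These positions are near the lower end of the annotated gene (142678656 to 142743381, GRCm38). Meeting the 1 kb rule does not show that the peak lay over the Ins2 start itself. Pileup ordered the genes of the lists differently. Per 1000000 tags, it was 8.54 ± 0.477 at Alb, 8.09 ± 0.108 at G6pc, 10.8 ± 0.279 at Tdo2 and 7.77 ± 0.473 at Hnf4a, against 4.18 ± 0.174 at Cav1, 2.25 ± 0.209 at Epcam, 4.59 ± 0.542 at Sox9 and 0.672 ± 0.0613 at Cd24a (SD, n = 3). It was 4.68 ± 0.328 at Ins2 and 1.21 ± 0.101 at Lrat (SD, n = 3). Fold enrichment is relative to the local background, so the order of the lists depends on the measure.

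Cyp2e1, a hepatocyte gene on chromosome 7 from 140763739 to 140774987 (GRCm38), had a summit 62, 57 and 44 bp upstream of its annotated start in replicates 1, 2 and 3, with fold enrichments of 7.89, 8.17 and 7.07. Of the peaks further upstream, the highest by fold enrichment had its summit at 140756713, 140756709 and 140756705, with fold enrichments of 13.3, 13.5 and 11.5. Only 10 kb upstream of the gene was searched. The distal Cyp2e1 enhancer that the paper tested for SOX4 and HNF4A binding lies beyond that limit and was not examined.

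Motifs were counted at summits because the study concerned the relation of SOX and HNF4A binding sequences. The SOX core AACAAAG was in 5.66 ± 0.0546% of summit windows and 5.22 ± 0.0217% of flank windows, a ratio of 1.08 ± 0.0149 (SD, n = 3). Its reversed control had a ratio of 0.820 ± 0.00979. With flanks matched for GC content the ratios were 1.32 for the SOX core and 1.05 for the reversed control. The HNF4A motif CAAAGTCCA was in 1.67 ± 0.0458% of summit windows and 0.287 ± 0.00412% of flank windows, a ratio of 5.81 ± 0.202, against 0.931 ± 0.0340 for its reversed control (SD, n = 3).

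The CTCF motif had the highest ratio of the 9, 33.1 ± 1.45, followed by CEBP at 9.12 ± 0.143 (SD, n = 3). Their reversed controls had ratios of 0.750 ± 0.25 and 1.98 ± 0.194. The reversed CTCF motif was in only 0.00494% of summit windows, so its ratio rests on few windows. The CTCF ratio depended on the setting, at 65.2 with a 50 bp window and 82.5 with flanks outside every peak. NRF1 and ETS motifs had ratios of 5.69 ± 0.358 and 5.07 ± 0.198, which fell to 1.41 and 1.44 at peaks away from promoters. With GC-matched flanks the NRF1 ratio was 2.29. The reversed ETS control had a ratio of 1.37 ± 0.0543. The reversed NRF1 motif was in 0% of summit windows, so it gives no usable control ratio. FOXA had a ratio of 1.82 ± 0.0158, AP1 of 1.60 ± 0.0128 and TEAD of 1.03 ± 0.00743 (SD, n = 3).

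**Figure D2:**
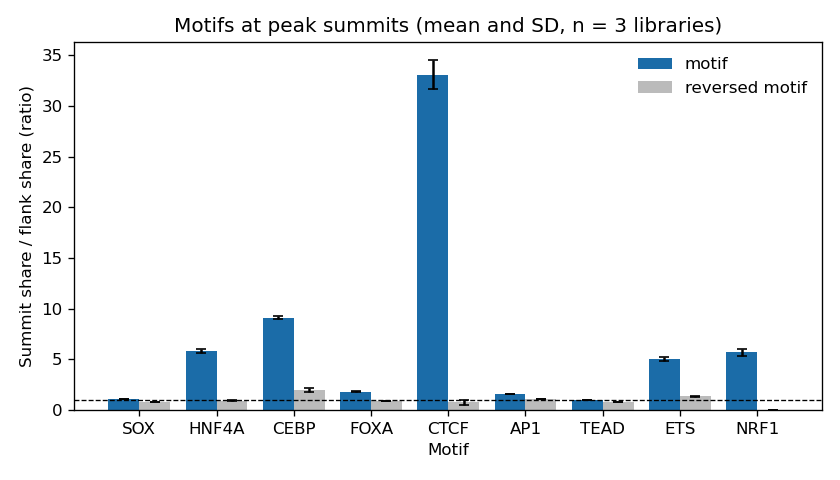
Bars give the ratio of the share of summit windows with a motif to the share of flank windows (y axis) for 9 motifs and their reversed controls, as mean and SD of 3 libraries; the dashed line marks a ratio of 1. CTCF stands highest at 33.1, and the SOX core lies at 1.08.

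The Sox4 locus was examined because the virus carries the Sox4 coding sequence. Sox4 is a gene on the minus strand of chromosome 13 from 28948919 to 28953713 (GRCm38), with its coding sequence from 28951702 to 28953021. The peak there ran from 28951666 to 28953109 in replicate 1, from 28951669 to 28953112 in replicate 2 and from 28951664 to 28953108 in replicate 3. Its pileup was 2133, 2642 and 2641 tags, or 23.0 ± 1.0 per 1000000 tags (SD, n = 3). By pileup it ranked 6, 5 and 6 among the peaks of replicates 1, 2 and 3. By fold enrichment, 8.76 ± 0.132 (SD, n = 3), its mean rank was 40878. The peak covered the whole coding sequence, extended 33 to 38 bp beyond one end and 87 to 91 bp beyond the other, and had its highest summit inside the coding sequence in every library. Reads of the gene and of the vector were not separated here.

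**Figure D3:**
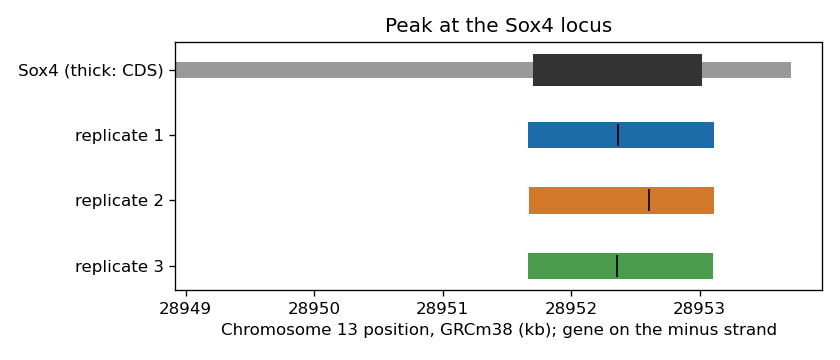
The Sox4 gene and the peak of each library are drawn to scale along chromosome 13 (x axis, kb, GRCm38); thin grey is the transcript, thick dark is the coding sequence and ticks are the highest summits. The 3 peaks start and end within 91 bp of the coding sequence.

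The region called in all 3 libraries with the highest mean lay on chromosome 17 from 39847241 to 39848795, over annotated rRNA and lincRNA genes, with 85.0 ± 44.6 tags per 1000000 (SD, n = 3), from 136 in replicate 1, 64.1 in replicate 2 and 54.5 in replicate 3. The neighbouring region from 39843086 to 39847023 had 76.5 ± 6.0. Replicate 1 decided this order: without it the means were 59.3 and 77.1. Fold enrichment at both regions was low, from 2.04 to 3.80 over the libraries, against a median of 6.61 ± 0.182 over all peaks (SD, n = 3). The local background was therefore high there. Summits of the neighbouring region lay at 39846598, 39844237 and 39844621 in replicates 1, 2 and 3, so its SD compares different positions. A pair of regions on chromosome 1 followed: 88276699 to 88277878, over Hjurp and Trpm8, had 31.9 ± 2.66, and 88287414 to 88288676, within Trpm8 and outside its exons, had 31.0 ± 0.740 (SD, n = 3). The region on chromosome 9 from 123461417 to 123462292, over an exon of Lars2, had 24.2 ± 17.4, with 44.1 in replicate 1, 15.7 in replicate 2 and 12.6 in replicate 3; without replicate 1 its mean was 14.2.

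The labels do not give the sex of the animals, and the paper states that all were males. Peak density was compared between chromosomes to see whether the libraries differed. Density on X was 0.336 ± 0.00489 times the autosomal density, and on Y 0.00957 ± 0.000664 times (SD, n = 3). Chromosome Y had 34, 41 and 38 peaks in replicates 1, 2 and 3, so the 3 libraries did not separate by these measures.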

Values the study reported

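For hepatocytes at 4 days after injection, the study reported 20,329 regions that became more accessible with Sox4 than with empty virus, 14,564 that became less accessible and 92,894 without change, which sum to the 127,787 ATAC peaks it annotated. At 18 h after injection, the labelled time of the libraries used here, the study described accessibility as nearly unaffected by Sox4. For SOX4 binding measured by CUT&RUN, it reported 9,463 peaks at 18 h and 19,362 at 4 days.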

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

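The tests in this part were chosen after the results were seen, and no biological explanation was tested because the series has 1 group.

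Signal was present outside the chromosomes used in the report. The mitochondrial genome had 26, 26 and 27 summits in replicates 1, 2 and 3, and sequences not placed on a chromosome had 101, 102 and 108. The highest mitochondrial pileup was 68066, 68000 and 66524 tags, above the highest nuclear pileups of 12223, 10022 and 8032. The highest mitochondrial pileup differed between libraries by a factor of 1.02, although tags differed by a factor of 1.35 and the median pileup of shared nuclear regions by 1.47. A candidate explanation is that duplicate removal limits the pileup on a short, deeply cut genome; unequal mitochondrial content that happens to offset depth stays open, since the tags per sequence were not analysed here. For unplaced sequences no explanation was tested.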

How the results depend on the processing

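Across 21 results and 140 alternative values, 98 stayed within the spread, the 1.5-fold limit or the same side of the threshold, 41 moved and 1 changed direction. For the promoter share, the motif ratios and the sex chromosome densities, leaving out 1 replicate cannot move the mean beyond the SD of 3 libraries. Those alternatives stayed by arithmetic, so they do not show stability. Numbers of peaks and of regions called in all libraries stayed within 1.5 times the reported values under each alternative run. The 3 Fisher's exact tests other than the non-parenchymal test kept their direction and their side of 0.05 in each alternative run.

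Reciprocal overlap of at least 50% lowered the mean share of peaks found in both other libraries to 81.1%, by its stricter definition. Leaving out 1 replicate gave shares from 91.2 to 92.3%, by construction higher, since a peak then had to recur in a single library. Fold enrichment in place of pileup gave a mean rho of 0.967, and leaving out 1 replicate gave 0.977 to 0.984; the cause was not tested.

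The promoter share was 19.7% with a 3 kb window, 17.4% with all annotated genes and 15.0% with any overlap of the peak, each a wider definition. The adjusted p of non-parenchymal against non-liver genes (Fisher's exact test) was 0.262 with a 3 kb window. It ranged from 0.560 to 1 when 1 replicate was left out, and the direction of the difference changed without replicate 3. The adjusted p passed the threshold in none of these alternatives.

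The SOX ratio was 1.32 with GC-matched flanks and 1.18 away from promoters. The HNF4A ratio was 8.76 with a 50 bp window, 6.54 away from promoters and 6.81 with flanks outside every peak, an alternative chosen after seeing the data. For these motif changes the cause was not tested. For the other 7 motifs, 27 of 56 alternative values moved beyond the SD of 3 libraries: CTCF ranged from 24.8 with GC-matched flanks to 82.5 with flanks outside every peak, and NRF1 was 2.29 with GC-matched flanks. The 56 include values with a replicate left out, which could not move by this rule. The mean rank of the Sox4 peak was 40878 by fold enrichment; the cause was not tested.

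No paired analysis was possible because the series has 1 group. The effect of depth on the weaker calls was not tested, since no library was subsampled; the weakest bin recurred most in the library with the fewest tags, at 53.8%, and least in the one with the most, at 29.5%.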

Other observations

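The tests of the gap between sites and of exon overlap were chosen after the results were seen; those of the Sox4 locus and of library depth were set before the data were examined. No biological explanation was tested, since the series has 1 group.

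The number of regions called in all 3 libraries was 92894. This is the same integer as the count of regions without change quoted from the study above, which concerns another time point and a comparison with empty virus. The measures have different definitions and no shared derivation was found. A separately written count gave the same value, and merging touching as well as overlapping intervals, chosen after seeing the data, gave 92893. The match is unexplained. Chance and a mix-up in what the published number or these files describe both stay open, and the labels conflict on the time of harvest; neither was tested, and the match was not used as support for any result.

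The height of the Sox4 peak may come from reads of the vector's coding sequence. As set out beforehand, the peak ranked within the top 0.1% by pileup in each library and its bounds lay at most 91 bp from the ends of the coding sequence, within the 100 bp by which each tag is extended to either side. Accessibility of the endogenous coding exon was not separated from vector DNA.

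The order of libraries by peaks was not that by depth: 1 of the 3 libraries held the same place in both, which argues against depth as the whole cause. Per the file headers, the largest gap bridged between significant sites equals the tag size, 141, 149 and 91 bp in replicates 1, 2 and 3, and the smallest gaps between peaks were 142, 150 and 92 bp. After joining peaks across gaps of up to 149 bp, the libraries had 102906, 109206 and 107847 peaks, and 3 of 3 held the same place as by tags. The tag size is thus a candidate explanation for the excess of peaks in replicate 3.

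Peaks called in replicate 1 alone included very strong ones. The strongest, named after its values were seen, lay on chromosome 4 from 43663831 to 43664464 over Fam221b and the pseudogene Gm12481 and had a pileup of 1693 and a fold enrichment of 22.5. Of the 50 strongest peaks private to replicate 1, 70% overlapped an annotated exon, against 8% in replicate 2 and 10% in replicate 3. Over all private peaks the shares were closer, 16.8, 11.7 and 11.6%, so the contrast rests on the strongest. These sets were not matched for strength: the highest −log10 q was 1594 in replicate 1, 60.1 in replicate 2 and 48.5 in replicate 3. Reads from transcribed sequence, such as copied RNA, are a candidate explanation; the reads were not analysed here, and an effect of peak strength and differences in mapping to pseudogenes stay open.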
